# Arbitrary Ca^2+^ regulation for endothelial nitric oxide, NFAT and NF-κB activities by an optogenetic approach

**DOI:** 10.3389/fphar.2022.1076116

**Published:** 2023-01-10

**Authors:** Tomoyasu Yamanaka, Takatoshi Ueki, Mitsuhito Mase, Koichi Inoue

**Keywords:** optogenetics, vascular endothelial cells, calcium, nitric oxide, microarray, inflammation

## Abstract

Modern western dietary habits and low physical activity cause metabolic abnormalities and abnormally elevated levels of metabolites such as low-density lipoprotein, which can lead to immune cell activation, and inflammatory reactions, and atherosclerosis. Appropriate stimulation of vascular endothelial cells can confer protective responses against inflammatory reactions and atherosclerotic conditions. This study aims to determine whether a designed optogenetic approach is capable of affecting functional changes in vascular endothelial cells and to evaluate its potential for therapeutic regulation of vascular inflammatory responses *in vitro*. We employed a genetically engineered, blue light-activated Ca^2+^ channel switch molecule that utilizes an endogenous store-operated calcium entry system and induces intracellular Ca^2+^ influx through blue light irradiation and observed an increase in intracellular Ca^2+^ in vascular endothelial cells. Ca^2+^-dependent activation of the nuclear factor of activated T cells and nitric oxide production were also detected. Microarray analysis of Ca^2+^-induced changes in vascular endothelial cells explored several genes involved in cellular contractility and inflammatory responses. Indeed, there was an increase in the gene expression of molecules related to anti-inflammatory and vasorelaxant effects. Thus, a combination of human blue light-activated Ca^2+^ channel switch 2 (hBACCS2) and blue light possibly attenuates TNFα-induced inflammatory NF-κB activity. We propose that extrinsic cellular Ca^2+^ regulation could be a novel approach against vascular inflammation.

## 1 Introduction

Vascular endothelial cells form the vascular endothelium, a monolayer of cells lining the lumen of blood vessels, and contribute to blood circulation throughout the body by preventing blockages through anticoagulation. In addition to supporting blood circulation, vascular endothelial cells also release many bioactive molecules that regulate vasoconstriction and dilation (Bauer and Sotnikova, 2010; Zhao et al., 2015; Kruger-Genge et al., 2019). One of these molecules is nitric oxide (NO), a small gaseous molecule that is produced in vascular endothelial cells and then diffuses to and permeates the cell membranes of surrounding cells. Activation of soluble guanylate cyclase by NO in vascular smooth muscle leads to an increase in cyclic guanosine 3′,5′-cyclic monophosphate (cGMP). cGMP then promotes actin-myosin chain relaxation by decreasing Ca^2+^ influx in vascular smooth muscle cells, thus maintaining vascular function (Bauer and Sotnikova, 2010; Zhao et al., 2015; Kruger-Genge et al., 2019).

NO is usually synthesized in vascular endothelial cells by endothelial NO synthase (eNOS). eNOS is constitutively present in vascular endothelial cells, and its activity is regulated by the intracellular Ca^2+^-calmodulin system (Forstermann et al., 1991; Pollock et al., 1991). In this system, specific stimulation of vascular endothelial cells leads to Ca^2+^ influx, resulting in the formation of the Ca^2+^-calmodulin complex that then binds to eNOS, followed by migration of the complex into the cellular caveola, which promotes NO production. Additionally, phosphorylation of eNOS also modulates its activity. Alternatively, some stimuli result in increased eNOS protein expression levels, which facilitates increased NO production (Inoue and Xiong, 2009; Bauer and Sotnikova, 2010; Rafikov et al., 2011). The mechanisms involved in NO production hint at the clinical importance of NO. When vascular endothelial dysfunction occurs in the early stages of cardiac ischemia, NO production can become insufficient. Reflecting this, during angina pectoris or myocardial infarction, treatment with acute sublingual administration of nitroglycerin increases blood NO levels, possibly resulting in coronary vasodilation and enhanced cardiac blood supply. In addition, the test for coronary artery spasm involves cardiac catheterization-administered acetylcholine, which induces NO production, predominantly in the functional vascular endothelial cells over vascular smooth muscle cells, resulting in vascular dilation. On the other hand, acetylcholine-induced production of NO is not sufficient in dysfunctional endothelial cells; therefore, acetylcholine-induced contractions occur predominantly in vascular smooth muscle cells, leading to vasospasm (Ong et al., 2012; Ong et al., 2014). Thus, decreased NO production due to endothelial dysfunction minimizes vasodilatory capacity, resulting in arterial stiffness and a tendency for thrombosis development, which may further contribute to development of diseases, such as cerebral infarction, myocardial infarction, and peripheral arterial occlusion (Daiber et al., 2019).

In addition to NO production, an increase in intracellular Ca^2+^ in vascular endothelial cells facilitates prostaglandin production, which acts on vascular smooth muscle cells to induce vasodilation and binds to its receptors on platelets to activate adenylate cyclase, inhibiting platelet activation and promoting anti-thrombotic effects (Weksler et al., 1978; Braune et al., 2020). Elevation of Ca^2+^ in vascular endothelial cells also plays important roles in the immune response, including contributing to the regulation of E-selectin and VCAM-1 gene expression, or regulating immune cell adhesion and tissue infiltration, which is implicated in the development of atherosclerosis (Kielbassa-Schnepp et al., 2001; Erdogan et al., 2007; Moccia et al., 2014).

To date, we have focused our studies of vascular function on molecules involved in Ca^2+^ dynamics and inflammation (Inoue et al., 2004; Inoue and Xiong, 2009; Sun et al., 2013; Zeng et al., 2015; Inoue et al., 2020) and have found that suppression of TRPM7, one of TRP family members, augments eNOS protein levels, resulting in increased NO production (Inoue and Xiong, 2009). Moreover, under high glucose conditions, TRPM7 is upregulated in vascular endothelial cells, resulting in decreased eNOS expression and NO production, and inhibition of TRPM7 restores these levels (Sun et al., 2013). Regardless of these adverse effects, TRPM7 plays a role in cardiovascular Mg^2+^ homeostasis, and inhibition of immune responses (Rios et al., 2020), which demonstrates the difficulty in targeting suppression of a single endogenous molecule as a therapeutic approach. As inhibition of TRPM7 enhances NO production, we have focused on other target molecules that regulate NO production and expression of related genes. If their activities can be controlled, extrinsic regulation of production of NO and other molecules may be possible, ultimately leading to the regulation of vascular tone and function. However, isolation of endogenous molecule-dependent targets could require extensive research on identification and validation of the target molecule, followed by discovery of specific interacting molecules through drug library screening, with further optimization of the molecular structure using *in silico* techniques (Hughes et al., 2011; Esch et al., 2015; Schneider, 2018). Indeed, because of the difficulties involved previously in developing therapeutic agents through this process, it may be useful to introduce exogenous molecules into vascular endothelial cells to actively modulate their functional activity, for example, by promoting Ca^2+^ influx.

Recently, a lot of research has been conducted in exploiting molecules that are not endogenously present in higher organisms, including human beings. Channelrhodopsin, an algal protein that acts as a cation channel, is one such molecule and is activated by specific wavelengths of light. Photoactivation of channelrhodopsin results in passive diffusion of ions according to their equilibrium potentials, leading to changes in membrane potential; in neuronal cells, this generates action potentials, often resulting in neuronal discharges. Targeting genes that confer channels such as channelrhodopsin has enabled external control of neuronal activity by light manipulation; this technique is known as optogenetics (Deisseroth, 2011; Deisseroth, 2015). Different types of optogenetic tools, including anion channels, have already been discovered and developed for biomedical usage, with one of the most common channels being channelrhodopsin-2 (ChR2). ChR2 is a non-specific cation channel, conducting multiple cations such as Na^+^ and Ca^2+^ (Lorenz-Fonfria and Heberle, 2014). Previously, whilst analyzing channel activity modified by redox status (Wu et al., 2017), we considered that Ca^2+^ influx controlled by means of an optogenetic strategy and consequent activation of the downstream pathways could stimulate NO production and other activities in vascular endothelial cells, facilitating beneficial vascular processes. Photoactivation of vascular endothelial cells using light sensors could dilate vessels and release hormones, which control blood flow, at certain regions of vasculature in the body. In this study, we attempt to employ a relatively new optogenetic tool to facilitate an increase in intracellular Ca^2+^ by blue light irradiation and provoke NO production and gene expression in vascular endothelial cells, to explore the possibility of regulating vascular inflammatory responses.

## 2 Materials and methods

### 2.1 Reagents and antibodies

The following reagents and antibodies were used: Fluo-8/AM (ABD21081, AAT Bioquest, Sunnyvale, CA, United States); DAF-FM/DA (SK1004-01, Goryo Kagaku, Sapporo, Japan); NucreoSpin RNA Plus (U0984B, Takara, Kusatsu, Japan); Lipofectamine 3000 (L3000001, Thermo Fisher, Waltham, MA, United States); O,O′-Bis(2-aminoethyl) ethylene-glycol-N,N,N′,N′-tetraacetic acid (EGTA; 348-01311, Dojindo, Kumamoto, Japan); N^G^-nitro-L-arginine methyl ester (L-NAME; 80210, Fuji Film, Tokyo, Japan); BAPTA/AM (T2845, TCI, Tokyo, Japan); protease inhibitor cocktail (S8820, Sigma-Aldrich, St. Louis, MO, United States); Dual-Luciferase Reporter System (E1910, Promega, Madison, WI, United States); mouse monoclonal antibodies against Flag (F1804, Sigma-Aldrich) and GAPDH (60004-1-Ig, Proteintech, Rosemont, IL, United States), rabbit monoclonal antibody against NF-κB p65 (#8242P, CST, Danvers, MA, United States), TNFα (HZ-1014, Proteintech).

### 2.2 Cell culture

HEK293 cells, a murine vascular endothelial cell line F2 (RCB 1994, Riken BRC, Tsukuba, Japan) (Toda et al., 1990) and a murine brain derived endothelial cell line b.End3 (CRL-2299, ATCC, Manassas, VA, United States) (Montesano et al., 1990) were grown in Dulbecco’s modified eagle medium with 10% fetal bovine serum and antibiotics.

### 2.3 Plasmid transfection and photostimulation

A plasmid expressing human blue light-activated Ca^2+^ channel switch 2 (hBACCS2) with bicistronic expression of mCherry was provided by Dr. Takao Nakata, Tokyo Medical and Dental University, Tokyo, Japan; (Ishii et al., 2015) through Addgene (Watertown, MA, United States).

A fragment of mCherry or hBAACCS2-IRES-mCherry was inserted into a pCAG-GS vector provided by Dr. Junichi Miyazaki, Osaka University, Osaka, Japan; (Niwa et al., 1991) with Flag-tag on hBACCS2 (pCAG-hBACCS2-mCherry). G-CaMP7 [provided by Dr. Junichi Nakai, Saitama University, Saitama, Japan through Riken BRC; (Ohkura et al., 2012)] was subcloned into the pCAG-GS vector.

For transfection, Lipofectamine 3000 (Thermo Fisher) was used according to the manufacturer’s instructions. Transfection efficiencies, as determined by mCherry-positive cells, were ∼50% in HEK293 and F2 cells, and ∼5% in b.End3 cells.

For photostimulation, the fluorescence microscopic system described below was used for fluorescence (∼.4 mW/mm^2^, for Figures 1, 2, 4, see below) and blue light LED (∼.4 mW/mm^2^, for Figures 3, 5, 6; LIU470A, ThorLabs, Newton, NJ, United States) were used.

### 2.4 Fluorescence Ca^2+^ and NO imaging

Cells, spread on poly-L-lysine-coated coverslips were incubated with 5 μM Fluo-8/AM in standard extracellular fluid (ECF), which contained: 140 mM NaCl, 5.4 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 10 mM glucose, and 20 mM HEPES (pH 7.4 with NaOH), for 30 min at 37°C, followed by de-esterification of the dye for another 30 min at room temperature (22°C–25°C). The coverslips containing dye-loaded cells were held in a recording chamber placed on the stage of an inverted microscope (U-RFL-T mercury lamp, U-FBNA mirror unit, XL73, Olympus, Tokyo, Japan). Blue light (470–495 nm, 500 msec exposure, .2 Hz) for Fluo-8 excitation works by activating hBACCS2-mediated Ca^2+^ increase, and emitted light was culled with a 500–550 nm band pass filter. The fluorescence was detected with a ×20 objective lens (Olympus) and a CMOS camera (ORCA-Flash 2.8, Hamamatsu Photonics, Hamamatsu, Japan), using HCImage software 4.3.5 (Hamamatsu Photonics). Fluorescence intensities (ΔF) were normalized to the initial values (t = 0). Cells were not stained and incubated with ECF when G-CaMP7 was time-lapse monitored.

For NO imaging, cells were prepared as above and incubated with 5 μM DAF-FM/DA (Itoh et al., 2000) in standard ECF including 1 mM L-arginine, in the absence or presence of 1 mM N^G^-nitro-L-arginine methyl ester (L-NAME) for 30 min at 37°C, followed by de-esterification of the dye for another 30 min at room temperature. Thereafter, the procedure was the same as for Ca^2+^ imaging.

### 2.5 Reverse transcription and quantitative real-time PCR

Total RNAs of F2 cells were extracted with NucleoSpin RNA Plus (Takara). cDNAs were synthesized from 500 ng total RNA in 20 μl reactions using oligo (dT)_15_ and reverse transcriptase (Toyobo, Osaka, Japan).

Quantitative real-time PCR was performed to validate the expression levels of selected genes using SYBR^®^ Premix Ex Taq (Takara) and the Thermal Cycler Dice Real Time System (Takara) in accordance with the manufacturer’s protocols. The PCR amplification cycles consisted of denaturation at 95°C for 30 s, 40 cycles of denaturation at 95°C for 5 s, and annealing/extension at 60°C to for 60 s, followed by the detection of melt curve, 65°C–95°C. Real-time PCR reactions were carried out in duplicate for each sample, and the average values were applied to the ΔΔCt method for data analysis. Primer sets are described in “Supplementary Table S1”.

### 2.6 Microarray analysis

RNA samples (one from each condition) were used for global gene expression profiling. Microarray analysis was performed by Filgen Inc. (Nagoya, Japan) using the Clariom S array for mice (Thermo Fisher), for ∼22,000 genes, and GeneChip Scanner 3000 7G System (Thermo Fisher). The Microarray Data Analysis Tool version 3.2 (Filgen Inc.) was used for data normalization and subsequent processing. Differentially expressed mRNAs were identified using a set cutoff (signal intensities > 24, which is close to the median of negative control values, and fold change > 2 or < .5). 

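Read as a cutoff on each array, from the 2 green lines of Figure 5A, a signal over 24 left 11695 of the 22206 gene probe sets, or 52.7%. The 5222 negative control probes had a median signal of 26.2 without blue light and 26.5 with blue light. Olfactory, vomeronasal and taste receptor genes were taken here as not used by endothelial cells, to view ratios that arise without expression. This was not tested, and those over the signal cutoff were kept by their signal, so some may hold real expression. Of 63 such probe sets over the signal cutoff on both arrays, 3 passed the fold cutoff, a share of 4.76% (exact 95% interval 0.99% to 13.3%, for counting of genes only). These were the vomeronasal receptor genes Vmn1r117 and Vmn1r208, which were higher with blue light, and Vmn1r7, which was lower. Among 2743 other named probe sets in the same range of mean signal, 2.77% passed the fold cutoff. By eighths of mean signal, the share past the fold cutoff was 4.51% between signals of 40.4 and 70.8, 1.23% between 1390 and 4442, and 1.5% above 4453. The dimmest eighth is left aside, since the signal cutoff on both arrays itself limits the ratios there. With 24 added to both signals before the ratio, none of these 3 receptor genes passed the fold cutoff.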

Selected genes were processed for pathway analysis and those involved were classified based on gene ontology (GO) terms. A statistically ranked list of GO terms was then generated in terms of the z-score, which is a statistical measure of the relative amounts of gene expression changes in a given GO term (Doniger et al., 2003). A z-score of more than 3 is considered a statistically significant association between the differentially expressed genes and their corresponding GO terms. GO terms describing fewer than two genes that met the user-defined criteria were not considered in this study because of difficulty in ruling out coincidence.

Microarray data has been deposited in the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) (accession number GSE214156).

### 2.7 Reporter gene assays

Cells grown on 24-well plates were transfected with either pGL4.30[luc2P/NFAT-RE/Hygro] or pGL4.32[luc2P/NF-κB-RE/Hygro] (Promega) together with pRL-TK (Promega) to compensate for transfection efficiency. Expression plasmids were transfected in the following amounts per well: .2 μg of mCherry-containing vector, .15 μg of pGL4.30[luc2P/NFAT-RE/Hygro], .05 μg of pRL-TK for F2 cells. Luciferase assays were performed using the Dual-Luciferase Reporter System (Promega) with microplate luminometer (Molecular Devices, San Jose, CA, United States) according to the manufacturer’s instruction. For chelation of intracellular Ca^2+^, cells were pretreated with either BAPTA/AM (25 μM) or vehicle (dimethyl sulfoxide) for 30 min, after which blue light was applied.

### 2.8 Immunoblotting

Immunoblotting was performed as described (Inoue et al., 2010; Inoue et al., 2012). Cells cultured on 35 mm dishes were lysed in lysis buffer [50 mM Tris-HCl, pH 7.5, 100 mM NaCl, 1% Triton X-100, and protease inhibitor (Sigma-Aldrich)]. The lysates were collected after centrifugation at 14,000 × *g* and 4°C for 30 min. The aliquots were thereafter mixed with Laemmli sample buffer and boiled at 95°C for 10 min. The samples were resolved in 4%–20% SDS-PAGE, followed by electrotransfer to polyvinylidene difluoride membranes. For visualization, blots were probed with antibodies against Flag (1:1000) or GAPDH (1:3000), and detected using horseradish peroxidase-conjugated secondary antibodies (1:2000; Promega) and an ECL kit (Bio-Rad, Hercules, CA, United States).

### 2.9 Immunofluorescence staining

Cells were fixed with 4% paraformaldehyde in phosphate-buffered saline (PBS), followed by permeabilization in PBS containing .2% Triton X-100. The cells were first incubated with antibodies against Flag (1:1000) or NF-κB (1:500), and then with the Alexa 488-conjugated secondary antibodies (Thermo Fisher). For DNA staining, coverslips were incubated with 4′,6′-diamidino-2-phenylindole (DAPI). Fluorescent images were analyzed using a fluorescence microscopy (XL73, Olympus, Tokyo, Japan).

### 2.10 Statistical analysis

Data are presented as means ± SEM. Kaleidagraph 4.0 (Synergy Software, Reading, PA, United States) was used for statistical analysis. Differences between two groups were compared using an unpaired Student’s *t*-test. Comparisons among three or more groups were performed by one-way ANOVA, followed by Fisher’s least significant difference (LSD) *post hoc* test where applicable. *p* < .05 was regarded as statistically significant.

## 3 Results

### 3.1 Detection of Flag/hBACCS2-mediated G-CaMP activation by blue light irradiation

Numerous literature have been published on light-sensitive intracellular Ca^2+^ modulators (Fukuda et al., 2014; Ma et al., 2017a). Among them, as reported by Ishii et al. (2015) is a plasmid that bicistronically expresses mCherry and hBACCS2, which causes an intracellular Ca^2+^ increase when exposed to blue light. hBACCS2 is a fusion protein of phototropin 1, a light sensor, and STIM1, which binds to the Ca^2+^ channel ORAI1. Exposure to blue light irradiation facilitates a conformational change in the fusion protein, leading to binding and opening of ORAI1 and subsequent Ca^2+^ influx, sufficient for stimulation of downstream cellular processes (Ishii et al., 2015). To obtain enhanced expression levels in a variety of cells, we constructed a plasmid expressing Flag-tagged hBACCS2 and mCherry under a CAG promoter, which is often used for intensive and *in vivo* expression (Niwa et al., 1991; Araki et al., 1997). As shown in Figures 1A,B, a band with the expected molecular size (∼55 kDa) was detected using anti-Flag antibodies and the molecule was localized in the cytoplasmic region in HEK293 cells (Figures 1A,B). Blue light-induced Ca^2+^ increase was also observed in HEK293 cells containing the newly constructed Flag/hBACCS2-mCherry-expressing plasmid when cells were stained with a fluorescence Ca^2+^ indicator Fluo-8, while no change in fluorescence intensities were observed in either non-transfected or mCherry-positive (Flag/hBACCS2-negative) cells (Figure 1C).

**FIGURE 1:**
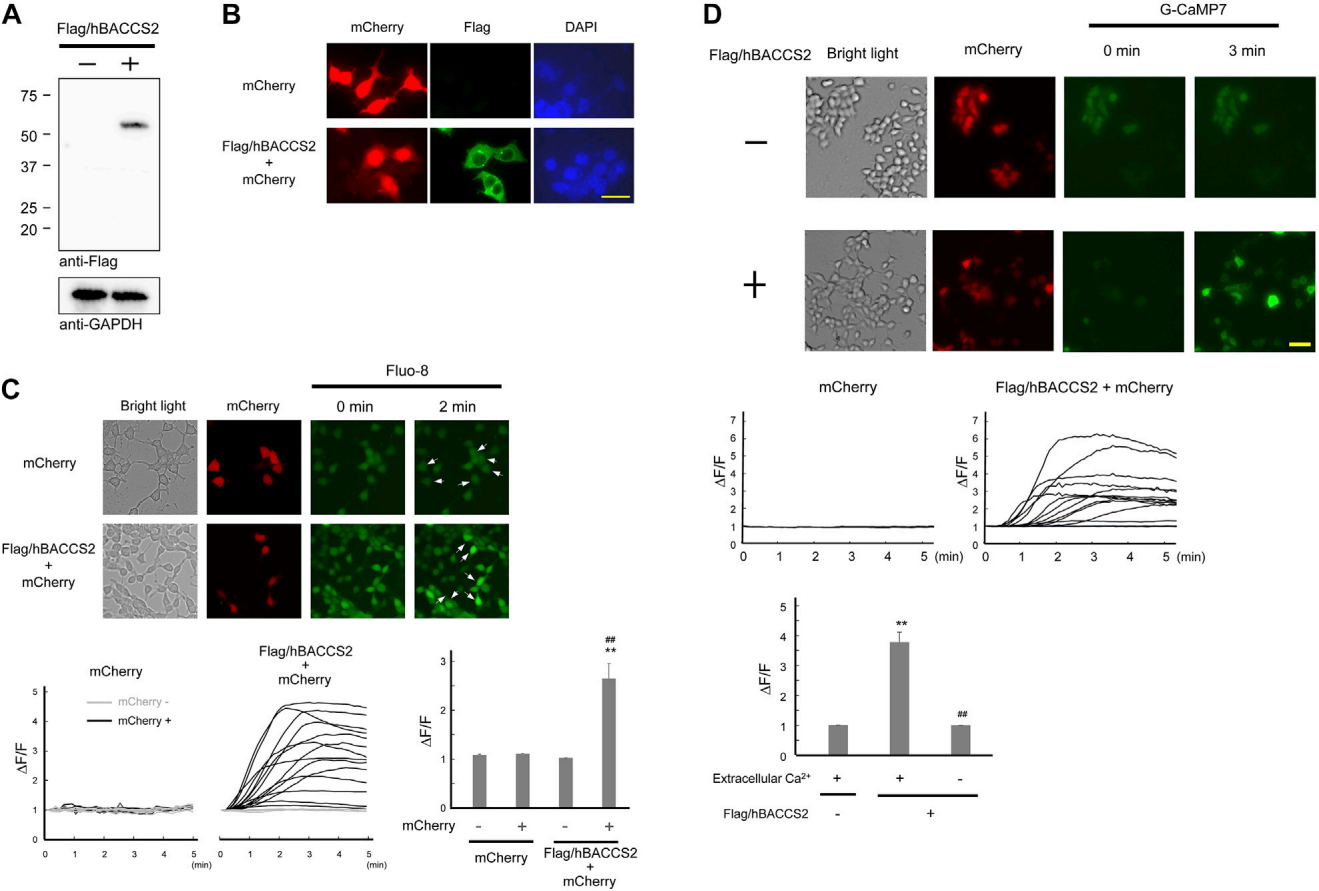
Flag/hBACCS2 leads to blue light-mediated Ca^2+^ increase in HEK293 cells. **(A,B)** Either Flag/hBACCS2-mCherry- or mCherry-expressing plasmid was transfected into HEK293 cells and incubated for 2 days. Cells were collected, followed by immunoblotting analysis **(A)** or fixed and Flag/hBACCS2 protein was visualized using an antibody to Flag **(B)**. The scale bar represents 20 μm. **(C)** Cells transfected with either Flag/hBACCS2-mCherry or mCherry were stained with Fluo-8/AM. Blue light was then applied (.2 Hz) and Fluo-8 signals were monitored. Arrows indicate mCherry-positive cells. Each trace represents fluorescence intensity from randomly selected cells. Bar graph shows the normalized fluorescence intensity of maximal values within 5 min in the different conditions as indicated. *n* = 11–24 from 3 independent experiments. **p < .01 vs. Flag/hBACCS2-negative cells, ^##^ *p* < .01 vs. mCherry-transfected cells, Student’s *t*-test. **(D)** Cells were transfected with G-CaMP7 and either Flag/hBACCS2-mCherry or mCherry, and photoactivated with blue light (.2 Hz). Each trace represents fluorescence intensity from randomly selected cells. Bar graph shows the normalized fluorescence intensity of maximal values within 5 min in the different conditions as indicated. The scale bar represents 50 μm *n* = 12–54 from 3 to 4 independent experiments. **p < .01 vs. Flag/hBACCS2-negative cells, ^##^ *p* < .01 vs. extracellular Ca^2+^-including condition, Student’s *t*-test.

For further convenience, we attempted to use G-CaMP7, an intracellularly expressed artificial Ca^2+^ sensor molecule, as opposed to staining with fluorescence indicators. G-CaMP7 is a derivative of GFP and its fluorescence intensity is Ca^2+^ concentration-dependent (Ohkura et al., 2012). Blue light application induced an elevation of fluorescence intensities in HEK293 cells expressing G-CaMP7 and Flag/hBACCS2-mCherry, whereas an elevation did not occur in the absence of Flag/hBACCS2 (Figure 1D). Removal of extracellular Ca^2+^ prevented increases in the fluorescence intensities, even in the presence of Flag/hBACCS2 (Figure 1D). These results suggest that photoactivation of Flag/hBACCS2 by blue light is detectable using G-CaMP7 fluorescence intensity. “Flag/hBACCS2” is hereafter simply represented as “hBACCS2”.

### 3.2 Ca^2+^ increase in the presence of hBACCS2 and blue light application in vascular endothelial cells

We examined whether the blue light/hBACCS2 system works in vascular endothelial cells, where the ORAI1-STIM1 system is present (Abdullaev et al., 2008; Li et al., 2011). In murine vascular endothelial F2 cells (Toda et al., 1990), fluorescence intensities of G-CaMP7 were elevated by blue light irradiation when hBACCS2 was present (Figures 2A,B). In contrast, hBACCS2-negative cells did not show a blue light-induced increase in G-CaMP7 fluorescence intensity. Under similar procedures, removal of extracellular Ca^2+^ prevented an increase in G-CaMP7 fluorescence intensities in hBCAACS2-positive cells (Figure 2B). An addition of EGTA, a Ca^2+^ chelator, also weakened the fluorescence (Figure 2B).

**FIGURE 2:**
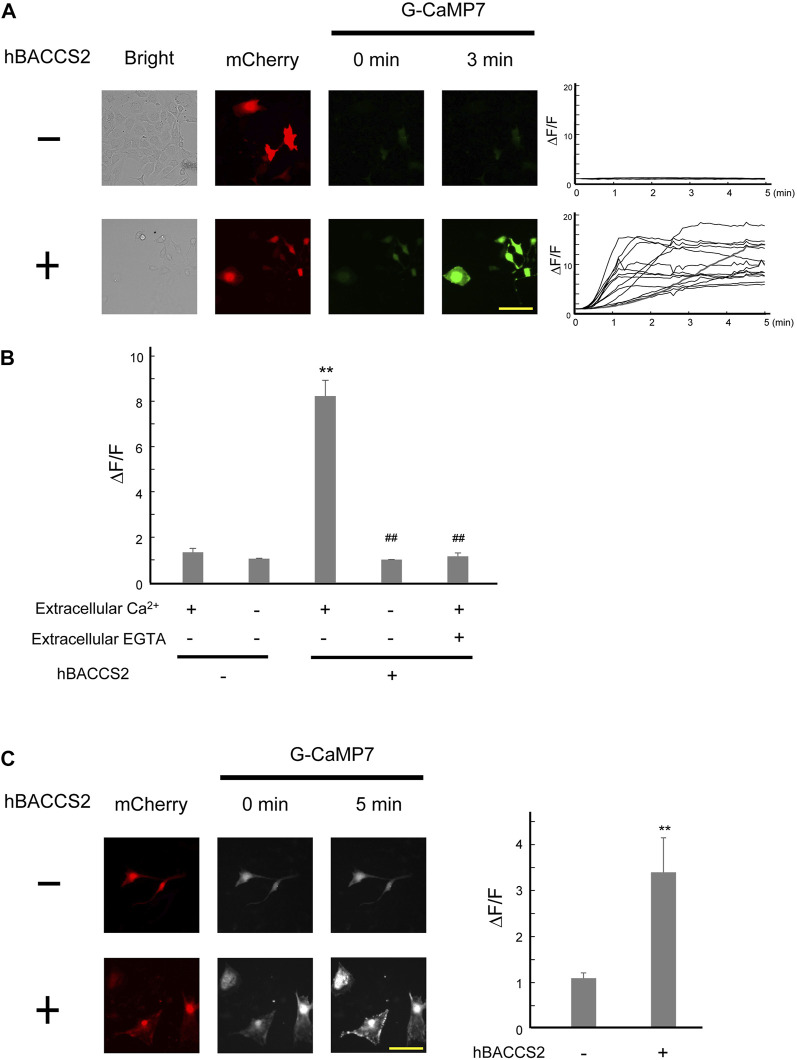
hBACCS2 leads to blue light-mediated Ca^2+^ increase in murine vascular endothelial cells. **(A)** Vascular endothelial F2 cells were transfected with G-CaMP7 and either hBACCS2-mCherry or mCherry, photoactivated with blue light (.2 Hz). Each trace represents fluorescence intensity from randomly selected cells. The scale bar represents 50 μm. **(B)** Bar graph shows the normalized fluorescence intensity of maximal values within 5 min in the different conditions as indicated. *n* = 13–58 from 3 to 6 independent experiments. **p < .01 vs. hBACCS2-negative cells, ^##^ *p* < .01 vs. extracellular Ca^2+^ +/EGTA - condition, one-way ANOVA with Fisher’s LSD post hoc test. **(C)** Brain microvascular b.End3 cells were transfected with G-CaMP7 and either hBACCS2-mCherry or mCherry and photoactivated with blue light (.2 Hz). Bar graph shows the normalized fluorescence intensity of maximal values within 5 min in the different conditions as indicated. The scale bar represents 100 μm *n* = 13–17 from 3 independent experiments. **p < .01 vs. hBACCS2-negative cells, Student’s *t*-test.

To obtain further insight into the availability of hBACCS2-dependent Ca^2+^ influx in vascular endothelial cells, we employed the b.End3 vascular endothelial cell line derived from brain vasculature. Similar to the case of F2 cells, fluorescence intensities of G-CaMP7 were elevated by blue light irradiation in hBACCS2-positive, but not hBACCS2-negative b.End3 cells (Figure 2C).

### 3.3 Intracellular Ca^2+^ signaling activation with hBACCS2 and blue light irradiation

Following observations of Ca^2+^ increase, we examined whether intracellular Ca^2+^-dependent signaling activity is influenced under our approach in vascular endothelial cells. Ishii et al. (2015) indicated that Ca^2+^-dependent activation of a transcription factor, nuclear factor of activated T cell (NFAT), was detected in HEK293 cells (Ishii et al., 2015). Consequently, we performed a reporter gene assay of NFAT in F2 cells. In this process, we challenged different conditions for 4 h in total, and cells that underwent 2 min/18 min cycles (repletion of 2 min irradiation and 18 min interval) showed the highest activity of NFAT reporter in the presence of hBACCS2 and blue light irradiation (Figure 3A). The photoactivation was eradicated when cells were pretreated with BAPTA/AM, a Ca^2+^ chelator (Figure 3B). Thus, a combination of blue light irradiation and presence of hBACCS2 can induce the activation of intracellular Ca^2+^ signaling.

**FIGURE 3:**
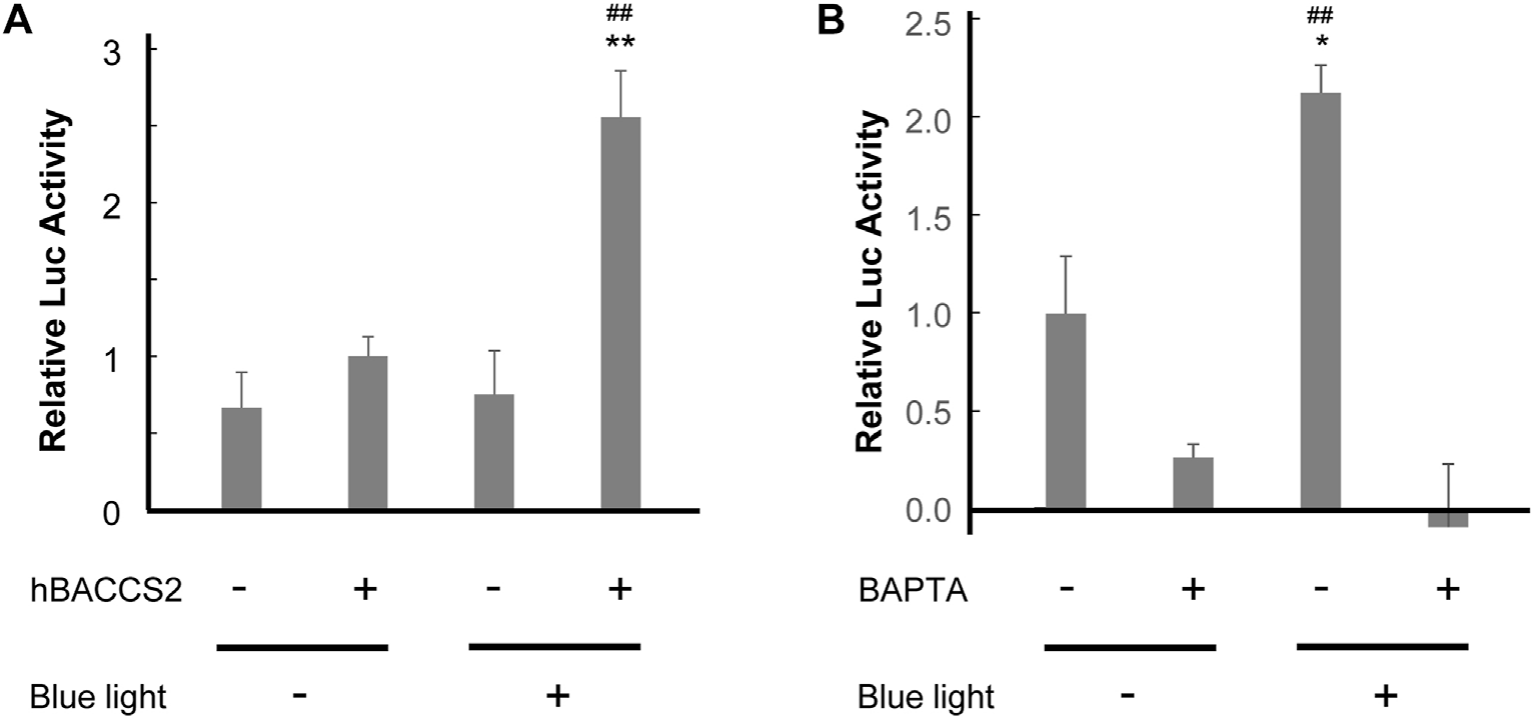
hBACCS2 leads to blue light-mediated NFAT activation in vascular endothelial cells. **(A)** F2 cells were transfected with pGL4.30[luc2P/NFAT-RE/Hygro], a firefly luciferase reporter plasmid containing an NFAT response element, pRL-TK, a control Renilla luciferase reporter plasmid, and either hBACCS2-mCherry or mCherry. Next day, 4 h after photoactivation (repletion of 2 min light irradiation and 18 min interval), the ratio of firefly luciferase activity to Renilla luciferase activity was calculated (*n* = 5). **p < .01 vs. hBACCS2 −, ^##^ *p* < .01 vs. blue light −, one-way ANOVA with Fisher’s LSD *post hoc* test. **(B)** F2 cells were transfected with pGL4.30[luc2P/NFAT-RE/Hygro], pRL-TK, and pCAG-hBACCS2-mCherry. On the following day after transfection, cells were pretreated with either 25 μM BAPTA/AM or vehicle for 30 min and photoactivation was then carried out for 4 h before being harvested. For each condition, the ratio of firefly luciferase activity to Renilla luciferase activity was calculated (*n* = 3). *p < .05 vs. blue light −, ^##^ *p* < .01 vs. BAPTA +, one-way ANOVA with Fisher’s LSD *post hoc* test.

### 3.4 NO production with hBACCS2 and blue light irradiation in vascular endothelial cells

NO production and release is an important function of vascular endothelial cells. Intracellular Ca^2+^ increase, such as by acetylcholine, activates eNOS, leading to enhanced NO production. We investigated whether NO production is facilitated by hBACCS2 and blue light irradiation. Transfected F2 cells were incubated with DAF-FM/DA, an NO-sensitive fluorescence indicator, and photostimulation was conducted. As shown in Figure 4, while hBACCS2-negative cells still displayed a slight increase in DAF-FM fluorescence intensities, hBACCS2-positive cells showed higher elevation (Figure 4). L-NAME, an NOS inhibitor, attenuated this increase (Figure 4). This indicated that photoactivation by the combination of blue light and hBACCS2 facilitates NO production.

**FIGURE 4:**
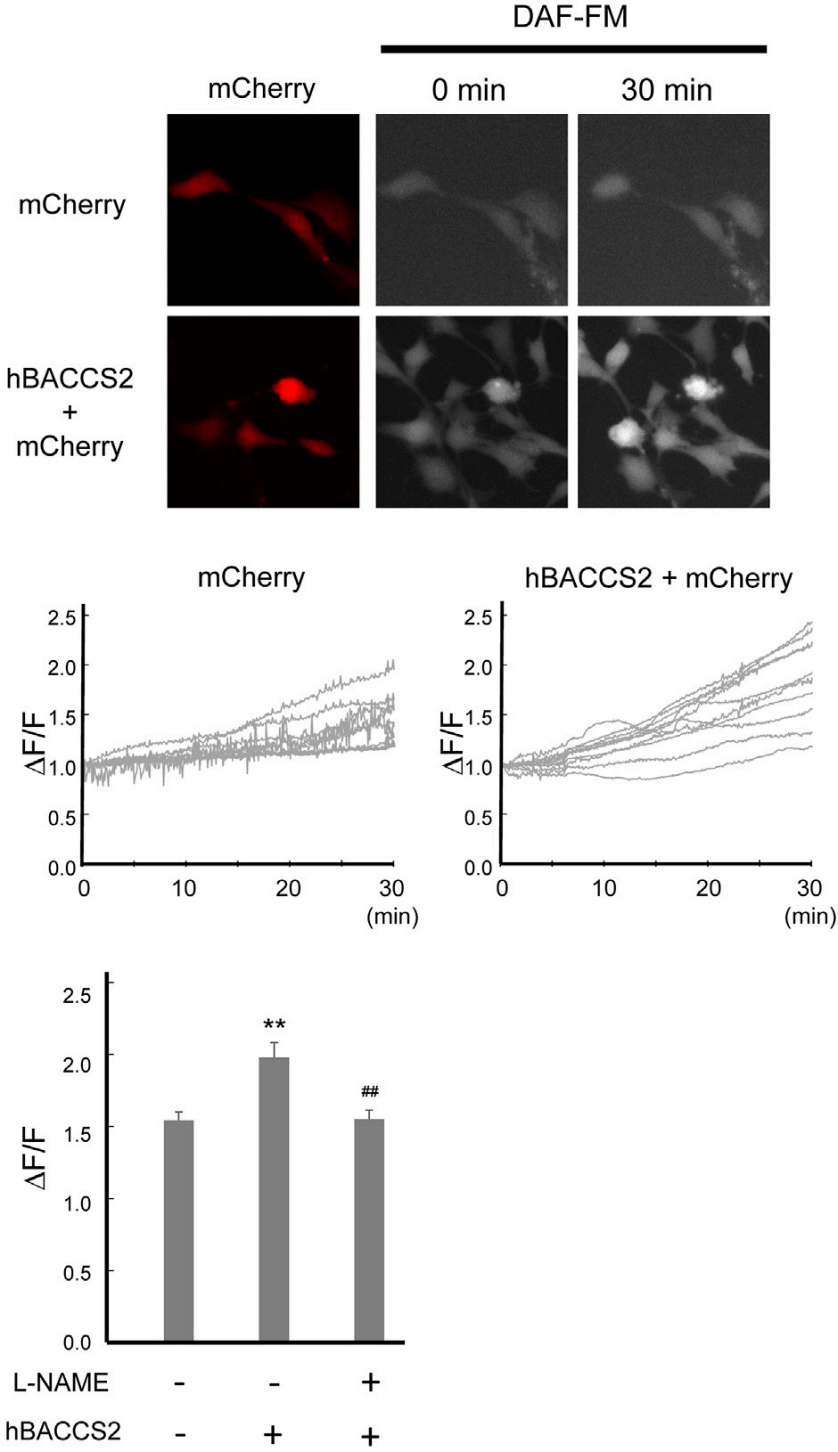
hBACCS2 leads to blue light-mediated NO production in vascular endothelial cells. F2 cells transfected with either hBACCS2-mCherry or mCherry were stained with DAF-FM/DA. Blue light was then applied (.2 Hz) and DAF-FM signals were monitored. Each trace represents fluorescence intensity from randomly selected mCherry-positive cells. Bar graph shows the normalized fluorescence intensity of maximal values within 30 min in the different conditions as indicated. *n* = 33–46 from 3–5 independent experiments. **p < .01 vs. hBACCS2-negative cells, ^##^ *p* < .01 vs. L-NAME - condition, one-way ANOVA with Fisher’s LSD *post hoc* test.

### 3.5 Gene expression profiling of blue light-induced hBACCS2-positive vascular endothelial cells

Ca^2+^ signaling can also affect gene expression, as demonstrated by the altered activity of the transcription factor NFAT, as shown in Figure 3. 

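F2 cells, a mouse vascular endothelial cell line, were transfected with hBACCS2, an optogenetic tool that opens Ca2+ entry under blue light, and were either irradiated at 0.4 mW/mm2 in cycles of 2 min of light and 18 min of dark for 4 h or kept without light. RNA of each condition was measured on 1 Clariom S mouse array, so the data hold 1 array with blue light and 1 without, and no difference has a replicate array. No p-value is therefore given. By the paper's estimate from mCherry-positive cells, only part of the F2 cells took up the plasmid. The ratios are therefore averages over cells with and without hBACCS2. The paper's figure legend and the sample labels describe both cultures as transfected with hBACCS2, whereas the series design text describes the negative control as lacking it, and a treatment note shared by both samples describes irradiation without setting the control apart. The paper's description is used here, and if either note held for the control, the ratios below would compare other conditions. The authors normalized the signals with the Microarray Data Analysis Tool version 3.2, and the normalization method is not given in the sources used here. The deposited values are log2 signals of 22206 gene probe sets per array. Of these, 19572 are paired with 1 gene symbol, 0 with several and 2634 with none in the annotation used, and the last are unnamed here. The median signal of the gene probe sets was 31.4 without blue light and 32.4 with blue light. Ratios are the signal with blue light over the signal without it, taken from the deposited values as they stand, with each probe set on its own. The 8 spiked control transcripts of the arrays had log2 ratios from -0.22 to 0.11. Gene lists and the rule for named genes were fixed before the data were examined, but after the ratios in Supplementary Tables S2 and S3 had been read, so lists that hold genes of those tables are not independent evidence of their direction. The lists were written for this re-analysis and are not the gene sets of the paper's pathway analysis. The paper scored the genes past its cutoff, so a list median here is not a recheck of its pathways. A list's median log2 ratio was placed among the medians of 10000 random lists of the same size and like signal, which describes these 2 arrays and is not a test of the conditions.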

To understand the global effect of Ca^2+^ elevation on gene expression in hBACCS2-transfected vascular endothelial cells, Clariom S microarray assay (Thermo Fisher) was used for analysis of RNA samples treated as in Figure 3 (2 min/18 min for 4 h). 

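The 10 named genes with the highest ratios under blue light included 4 chaperones or co-chaperones and the stress-induced genes Hmox1 and Chac1. Hspa1b and Hspa1a, which encode inducible HSP70 proteins and are near-identical copies whose probes may not tell them apart, went from signals of 213 to 2192 and from 148 to 996.2, ratios of 10.3 and 6.73. Hmox1, the haem-degrading enzyme heme oxygenase-1, had a ratio of 6.15, reaching a signal of 182382. Dnajb1 and Dnajb4, co-chaperones of HSP70, had ratios of 4.16 and 2.65. Chac1, a glutathione-degrading enzyme, had a ratio of 3.28, and Tiparp, Luc7l3, Siah2 and Aif1l had ratios of 2.99, 2.65, 2.62 and 2.56. The lowest ratios included Zfp953, Zfp39 and Zfp101, members of the zinc finger family, at 0.256, 0.326 and 0.337. Klf2, a transcription factor induced by laminar flow in endothelium, had a ratio of 0.257, with a signal of 138.5 without blue light and 35.6 with it. Pdgfb, a growth factor that endothelial cells release, had a ratio of 0.342, and the secreted glycoprotein gene Fstl1 had a ratio of 0.278. Tbc1d8b, 2310009B15Rik, Ccnjl and Gstk1 completed the lowest 10 named genes, with ratios from 0.269 to 0.342. Their signals with blue light, from 26.9 for Gstk1 and 27.3 for 2310009B15Rik to 40.9 for Ccnjl, are near the negative control median of 26.5, so these ratios and their ranks are uncertain, and with 24 added to both signals those of 2310009B15Rik and Gstk1 were 0.421 and 0.496. At a ratio above 2 or under 0.5 and a signal over 24 on both arrays, 112 probe sets were higher and 160 were lower with blue light. Probe sets with a gene symbol made up 101 of the higher and 141 of the lower ones. Most lay near the cutoff, with 94 of the higher and 127 of the lower ones changed by less than 2.5-fold. The counts were 246 higher and 254 lower where a signal over 24 on either array is enough. On the same probe sets as the main counts, 51 were higher and 74 lower with 24 added to both signals, which shrinks ratios.

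**Figure D1:**
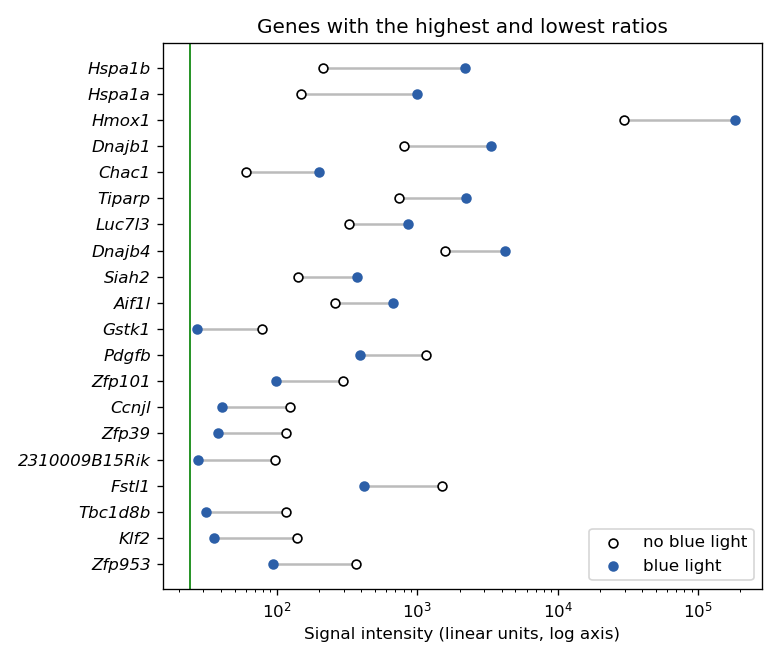
Signal intensity, on a log axis in linear units, of the 10 named genes with the highest and the 10 with the lowest ratio past the cutoff, with 1 array without blue light (open circles) and 1 with blue light (filled circles), and a green line at a signal of 24. Hspa1b moved from 213 to 2192, while Klf2, Tbc1d8b, 2310009B15Rik and Gstk1 ended near the cutoff.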

The scatter plot analysis in Figure 5A demonstrates that blue light irradiation resulted in up- and downregulated gene expression of 105 and 144 genes, respectively (Supplementary Tables S2, S3). 

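Heat shock chaperones were higher as a group under blue light. Of 25 measured members 6 were higher past the cutoff and 0 lower, with a median log2 ratio of 0.54 that lay above all 10000 random lists. Hsph1 and Chordc1, an HSP110 chaperone and an HSP90 partner, had ratios of 2.44 and 2.47. The list does not hold Dnaja2, another co-chaperone gene, which was lower past the cutoff at a ratio of 0.46. Dnaja1 has no named probe set here and is not counted either, and the paper gives it a ratio of 2.51. Oxidative stress genes, a list of antioxidant and related genes that includes targets and regulators of the factor NRF2, had a median of 0.31, again above all random lists, with 3 of 29 higher past the cutoff. Besides Hmox1 these were Cyp1a1, a detoxifying oxygenase, and Osgin1, with log2 ratios of 1.26 and 1.23, while Nfe2l2, which encodes NRF2 itself, was at -0.82. The list leaves out the antioxidant gene Glrx and the glutathione transferase gene Gstk1. Both were lower past the cutoff, at ratios of 0.496 and 0.342, the latter near the negative controls. Among 28 apoptosis regulators 3 were higher, namely Hspa1a, Hspa1b and the TNF receptor gene Tnfrsf1a, and 1 was lower, the inhibitor of apoptosis Birc3 at -1.15. Their median was 0.00, at percentile 64.8 of random lists. The MAP kinase pathway list, which is not the paper's pathway set, had 5 of 88 probe sets higher and 1 lower. Its median was 0.00 at percentile 66.2, and the HSP70 genes were among the 5. Contraction and relaxation genes had 4 of 84 members higher, 1 lower and 79 within the cutoff, and their median of -0.04 lay at percentile 33.4. The higher ones included Adm, Atf3 and Atf4. Lower past the cutoff was Rgs2, a brake on G protein signalling, at a log2 ratio of -1.36. At the rate of all probe sets over the signal cutoff, 2.0 of this list would be past the fold cutoff. That number is 2.0 for the MAP kinase list and 0.7 for the apoptosis regulators. A list median can miss a few changed members, and the lists were written with the paper's changed genes known. Fatty acid beta-oxidation genes had a median of -0.15 at percentile 9.52, with Chkb, Acsf2 and Acsl6 lower and Acad12 higher past the cutoff. Of the lower ones, Chkb encodes a choline kinase and not an enzyme of beta-oxidation. Regulators of adipocyte differentiation had a median of -0.29 at percentile 0.24, with Klf2 and the glucocorticoid receptor gene Nr3c1 lower past the cutoff. This list shares 6 genes with the endothelial transcription factors, and with no signal cutoff its median was -0.15 at percentile 3.50. Without the genes of Supplementary Tables S2 and S3, an alternative chosen after seeing the data, the medians of the chaperones and the oxidative stress genes were 0.45 and 0.28. Acsl6 lost its call under median, quantile and loess scaling, and Acsl6, Acsf2, Acad12, Osgin1 and Birc3 lost theirs with 24 added to both signals. Under quantile or loess scaling or with 24 added, 4 of the MAP kinase and 3 of the contraction and relaxation list were higher.

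**Figure D2:**
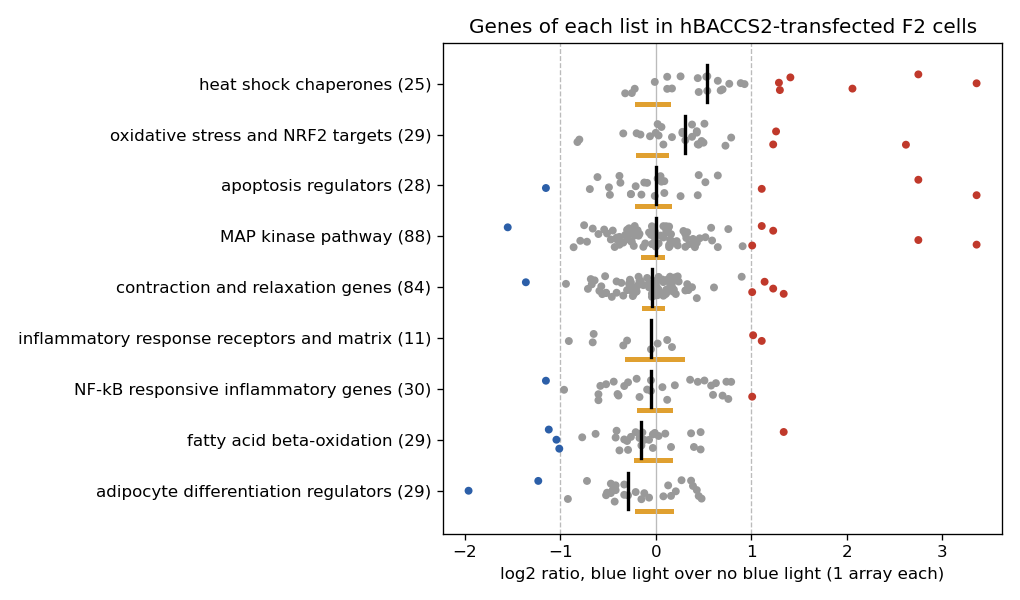
Log2 ratio of blue light over no blue light, from 1 array each, for probe sets of 9 gene lists with a signal over 24 on both arrays (numbers of probe sets in brackets). Black bars are medians, orange bars span the central 95% of medians of random lists, and red and blue points are higher and lower past the 2-fold cutoff; the chaperone median of 0.54 stands to the right of its orange bar.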

To elucidate the possible molecular mechanisms associated with these differentially expressed genes, MAPP pathway analysis identified several pathways regulated by blue light irradiation, including apoptosis, myometrial relation/contraction, and inflammatory responses (Tables 1, 2). To validate the changes in gene expression of blue light-irradiated cells observed in microarray analysis, we performed quantitative real-time PCR for several target genes whose expressions were upregulated in hBACCS2-transfected F2 cells. As a result, blue light photoactivation upregulated the expression of genes indicated in Figure 5A in hBACCS2-positive cells [in contrast, the increase in ATF4 expression was non-significant (*p* = .058)], but not in hBACCS2-negative cells (Figure 5B). 

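On the arrays, Sele, which encodes the leukocyte adhesion molecule E-selectin, had a signal of 348 without blue light and 445.7 with it, a ratio of 1.28. This ratio was at percentile 82.9 of the 500 probe sets nearest in signal and within the fold cutoff. Icam1 was near the signal cutoff on both arrays, at 28.3 and 24.6, and Vcam1, another adhesion molecule, had signals of 3936 and 3209, a ratio of 0.815. Of 30 measured genes of NF-kB signalling, which are its own components and inflammatory genes that respond to it, 1 was higher past the cutoff, 1 was lower and 28 were within it. Their median log2 ratio was -0.05, at percentile 32.1 of random lists. The higher one was Il1b, the cytokine interleukin-1 beta, from a signal of 24.8 to 49.8, and the lower one was Birc3. Nfkbiz and Bcl3, both regulators of NF-kB, had log2 ratios of 0.79 and -0.96. Rela, which encodes the p65 subunit, had a log2 ratio of -0.60. The call of Il1b was lost under quantile and loess scaling, and those of Il1b and Birc3 with 24 added to both signals.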

Although it was curious to us that the expression of E-selectin and ICAM-1, which are supposed to be expressed in a Ca^2+^-dependent manner, were not upregulated in this analysis (Chen et al., 2002), quantitative PCR also showed that Ca^2+^ increase alone is insufficient for its upregulation (Figure 5B, ICAM-1 was not detectable in our study, not shown). This may correspond with the results of a recent study that showed that extrinsic Ca^2+^ elevation by means of TRPV4 agonist does not increase E-selectin level (Chen et al., 2002; Beddek et al., 2021). Thus, consistent with microarray data, blue light mediated Ca^2+^ influx is possibly associated with vascular contractility and inflammation in the presence of hBACCS2.

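Among 22 measured vasoactive mediators and their receptors 2 were higher past the cutoff and 3 were lower, with a median log2 ratio of -0.09 at percentile 23.3 of random lists. The higher ones were the vasodilator gene Adm and Hmox1, whose product releases carbon monoxide. The lower ones were Rgs2, the thrombin receptor gene F2rl3 and the bradykinin receptor gene Bdkrb2, the last with signals of 81.3 without and 37.4 with blue light. Nos3, which encodes endothelial nitric oxide synthase, had a signal of 10670 without and 6660 with blue light, a ratio of 0.624 that was within the cutoff. Of 11 measured inflammatory response receptors and matrix genes, 2 were higher and 0 lower, with a median of -0.05 at percentile 36.9. At the rate of all probe sets over the signal cutoff, 0.3 of them and 0.5 of the vasoactive mediators would be past the fold cutoff. Tnfrsf1a went from a signal of 2042 to 4415, and Il2ra, a subunit of the interleukin-2 receptor, from 32.0 to 64.8. Thbs1 and Lamb1, which encode matrix proteins, had ratios of 0.633 and 0.532. Il2ra lost its call under quantile and loess scaling, and Il2ra, F2rl3 and Bdkrb2 lost theirs with 24 added to both signals. The paper's proposal follows its pathway analysis and quantitative PCR and cites the microarray data. It is that Ca2+ influx under blue light, with hBACCS2 present, is possibly tied to contractility and inflammation of vessels.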

**FIGURE 5:**
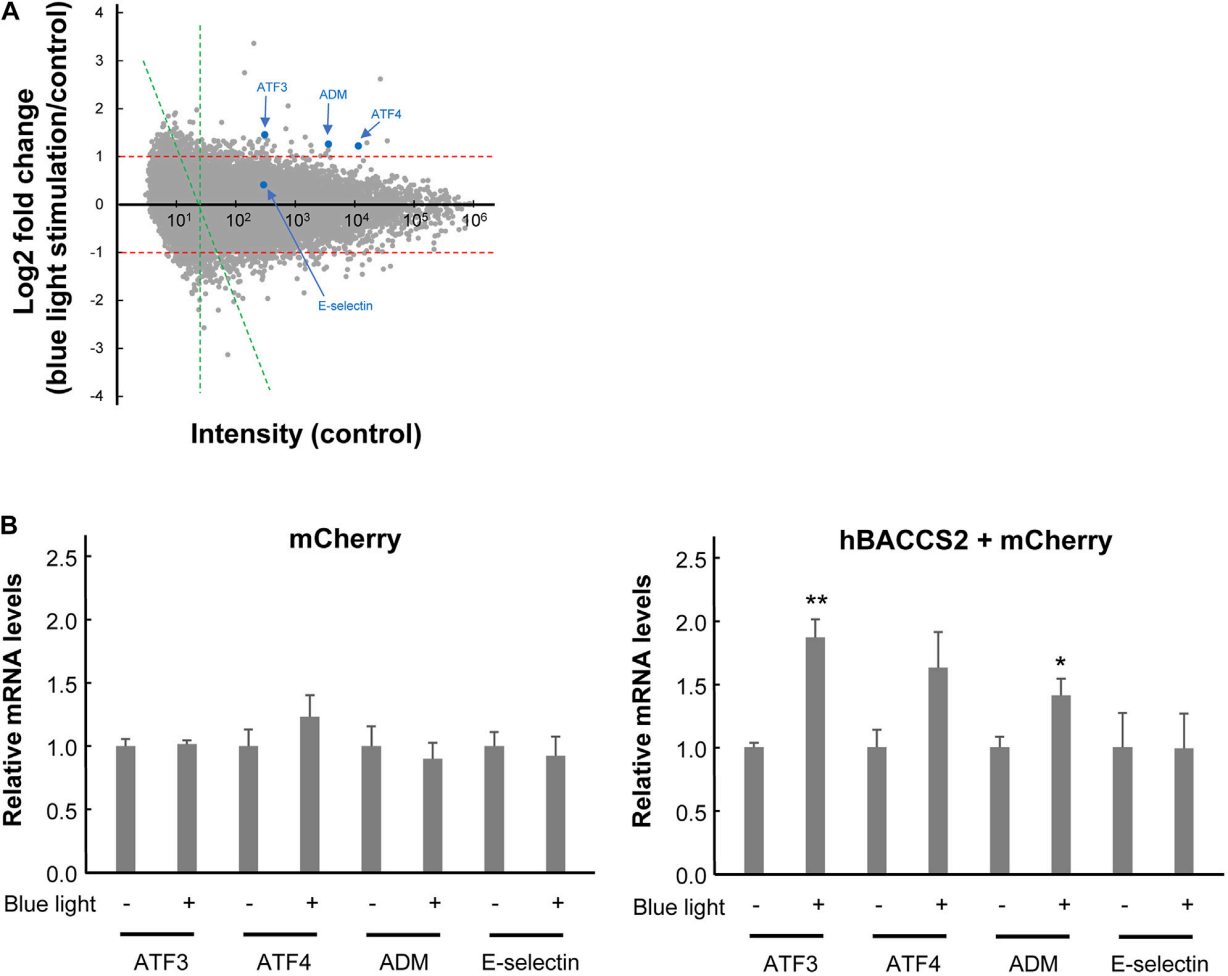
Gene expression profiling of hBACCS2-transfected F2 cells in the absence or presence of photoactivation. **(A)** Microarray analysis was performed comparing the gene expression profiles of hBACCS2-transfected F2 cells with or without blue light irradiation. A single dot is plotted for each gene. Some of representative genes were plotted with blue. Scatterplot comparing control intensities (x-axis) and their fold changes (log2-fold change, y-axis) was shown. A cut off intensity (x = 24) applied for pathway analysis (see methods) was indicated with green lines. **(B)** Quantitative real-time PCR was performed to validate mRNA levels of the indicated genes in F2 cells treated as described in **(A)**. *n* = 5–12. *p < .05, **p < .01 vs. blue light -, Student’s *t*-test.

**TABLE 1:** Up-regulated pathway by pathway analysis.

MAPP name	Number changed	Number measured	Z-score	*p*-value
Mm_Apoptosis_modulation_by_HSP70	2	17	6.67	.0037
Mm_Myometrialrelaxation_andcontraction_pathways	4	151	3.81	.0060
Mm_Mapk_signaling_pathway	4	158	3.69	.0070
Mm Oxidative stress response	2	27	5.16	.0084
Mm Inflammatory response_pathway	2	30	4.86	.0102
Mm Exercise-induced circadian_regulation	2	48	3.66	.0240
Mm_Lung fibrosis	2	61	3.13	.0368

**TABLE 2:** Down-regulated pathway by pathway analysis.

MAPP name	Number changed	Number measured	Z-score	*p*-value
Mm White fat cell differentiation	2	32	3.40	.0307
Mm Fatty acid beta-oxidation	2	33	3.34	.0324

### 3.6 Possible attenuation of NF-κB activity by blue light activation in hBACCS2-transfected vascular endothelial cells

Ca^2+^ elevation often evokes an attenuation of inflammatory responses in vascular endothelial cells (de Martin et al., 2000; Munaron, 2006; Bair et al., 2009; Li et al., 2017). In order to gain insight into this pathway during vascular inflammation, we examined whether inflammatory NF-κB activity is influenced by blue light and hBACCS2. It is well known that inflammatory mediators such as lipopolysaccharide and TNFα elicit vascular inflammatory activation. First, to inspect NF-κB activity, cells were treated with TNFα in the absence or presence of hBACCS2 and/or blue light irradiation, and a reporter system containing the NK-κB consensus sequence was challenged. While hBACCS2 simply enhanced basal reporter activities, TNFα induced NF-κB reporter activity in hBACCS2-transfected cells. The increased activity was significantly attenuated with blue light irradiation (Figure 6A). We then probed levels of nuclear translocation of NK-κB with TNFα treatment. Blue light-induced cytoplasmic retention of NF-κB was significantly greater in hBACCS2-positive cells than in hBACCS2-negative cells when stimulated with TNFα (Figure 6B). Taken together, although the functional effect of hBACCS2-dependent Ca^2+^ increase on TNFα-induced inflammatory responses was not significantly detectable, NF-κB translocation is likely to be influenced by the combination of hBACCS2 and blue light irradiation. This suggests that TNFα-induced inflammatory responses could possibly be attenuated with the combination of hBACCS2 and blue light with optimal photostimulatory doses.

**FIGURE 6:**
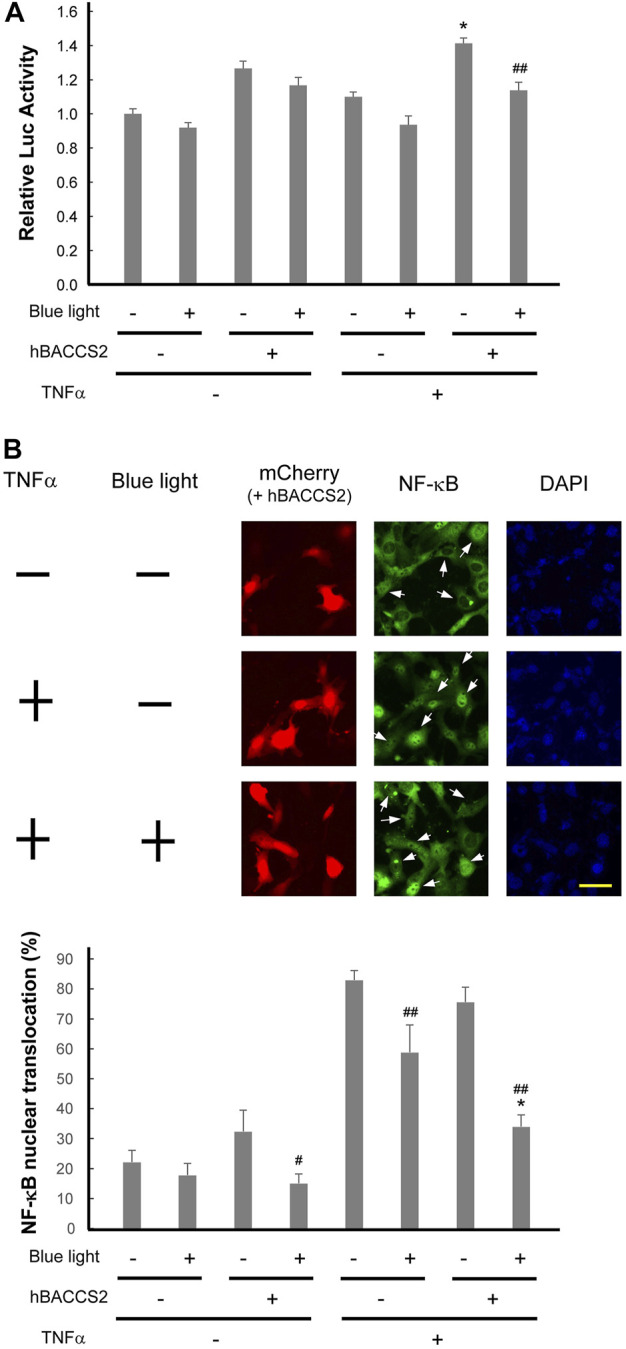
Photoactivation using hBACCS2 possibly attenuates TNFα-induced NF-κB activation in vascular endothelial cells. **(A)** F2 cells were transfected with pGL4.32[luc2P/NF-κB-RE/Hygro], a firefly luciferase reporter plasmid containing an NF-κB response element, pRL-TK, and either hBACCS2-mCherry or mCherry. Two h after photoactivation, they were either untreated or treated with 20 ng/ml TNFα for 2 h, followed by manipulation for reporter assay. (*n* = 6–7). TNFα-induced NF-κB activity was significantly attenuated with blue light irradiation in hBACCS2-transfected cells. *p < .05 vs. TNFα -, ^##^ *p* < .01 vs. blue light -, one-way ANOVA with Fisher’s LSD *post hoc* test. The effect of hBACCS2 was always significant (*p* < .01); this is not indicated in the panel. **(B)** F2 cells were transfected with either hBACCS2-mCherry or mCherry. In the absence or presence of 2 h after photoactivation, cells were either untreated or treated with 20 ng/ml TNFα for 30 min, and then fixed. NF-κB p65 protein was visualized by indirect immunofluorescence staining using an antibody for p65. Arrows indicate mCherry-positive cells. The scale bar represents 50 μm. Bar graph shows quantitative analysis of NK-κB-translocated cells. Cells, in which nuclear NF-κB staining was visible as clearly as the merge of the nucleus was detectable, were regarded as NF-κB-translocated cells, and their percentage was calculated. 11–52 transfected cells were counted in each field. (*n* = 4). hBACCS2 enhanced cytosolic retention of NF-κB significantly in TNFα-cells. *p < .05 vs. hBACCS2 -, ^#^ *p* < .05, ^##^ *p* < .01 vs. blue light -, one-way ANOVA with Fisher’s LSD *post hoc* test. The effect of TNFα was always significant (*p* < .05); this is not indicated in the panel.

## 4 Discussion

In blood vessels, vascular endothelial cells generate NO, an anti-coagulant that acts on platelets, and exhibit vasodilatory effects *via* vascular smooth muscles (Bauer and Sotnikova, 2010; Smolenski, 2012). The lack of NO production due to metabolic diseases such as hypertension and hypercholesterolemia can lead to atherosclerosis (Forstermann et al., 2017). Thus, regulation of NO production plays a critical role in vascular function. We attempted to manipulate cellular Ca^2+^ levels in cultured vascular endothelial cells, and consequently NO production and changes in gene expression by means of an optogenetic technique, which is widely available in neurobiological fields. Recently, studies using this technique for the cardiovascular system, have mainly focused on cardiac or vascular smooth muscle cells (Lee et al., 2021; Tong et al., 2021); to our knowledge, there is no literature focusing on vascular endothelial cells. As some optogenetic tools that can regulate Ca^2+^ levels are known, we employed a BACCS system which utilizes store-operated calcium entry, the ORAI1-STIM1 machinery, that is present endogenously in vascular endothelial cells. Among the currently used techniques that manipulate cellular function, the chemogenomic technique involves a designer receptor exclusively activated by designer drugs (DREADDs) which activates artificial G protein-coupled receptors through certain reagents (Urban and Roth, 2015; Aldrin-Kirk et al., 2016). However, the problems with DREADDs are: 1) introduction of artificial molecules into cells or tissues, 2) artificial drugs must be administered into the body, and 3) follow-up observation should be done, proving them harmless to the body (Keifer et al., 2020). Comparing the optogenetic approaches, some optogenetic tools also require introduction of artificial molecules into the body, and DREADDs may offer an advantage as their effects reach deeply in the body where light irradiation does not penetrate. Nonetheless, as optogenetics require less consideration of the impact of artificial drugs potentially involved in generation of the side effects, they can be considered more appropriate as a therapeutic strategy. This study initially aimed to examine whether our approach works in vascular endothelial cells; thus, we employed two vascular endothelial cell lines, F2 and b.End3 cells. As a result, we found that blue light irradiation induces an hBACCS2-dependent Ca^2+^ increase in both cells lines. Transfection efficiency and fold changes in fluorescence intensities of b.End3 cells were lower compared to those of F2 cells; therefore, we focused on F2 cells thereafter. Increase in intracellular Ca^2+^ levels induces calmodulin binding to eNOS, resulting in NOS enzymatic activity (Abu-Soud et al., 1994; McCabe et al., 2000). Consistent with this, we found that a combination of blue light and hBACCS2 induces Ca^2+^ influx and subsequent NO production. Thus, with incorporation of hBACCS2 into the vascular endothelium *in vivo*, it may be possible to control vascular function.

Apart from regulating cytoplasmic NO production, Ca^2+^ is regarded as a secondary messenger for intracellular signaling and plays a role in gene expression. NFAT activity, a known Ca^2+^-dependent factor, is also induced by the combination of hBACCS2 and blue light irradiation, and is eliminated in their absence. Moreover, intracellular chelation of Ca^2+^ with BAPTA eradicates NFAT activity, confirming that intracellular Ca^2+^ regulates NFAT transcriptional activity. 

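Immediate early and AP-1 genes, many of which respond within minutes to many stimuli, were measured with 28 probe sets over the signal cutoff. Past the fold cutoff, 3 were higher with blue light and 0 lower. They were Atf3, Jdp2 and Ier3, the last 2 with log2 ratios of 1.01 each. Among the FOS and JUN subunits of AP-1, Fosl2, Jund and Junb had log2 ratios of 0.71, 0.59 and 0.55, and Jun, Fosl1 and Fosb were at 0.31, 0.19 and 0.10, all within the cutoff. Fos had signals of 7.1 and 10.3, under the signal cutoff on both arrays. The list's median log2 ratio of 0.12 lay at percentile 93.4 of random lists, and at 97.8 among genes with a signal over 100 on both arrays. Genes of calcineurin and NFAT signalling, a list of its own components and of genes that respond to it, had a median of 0.04 at percentile 68.9, with 0 of 18 probe sets higher and 1 lower past the cutoff. The lower one was Cabin1, a calcineurin inhibitor, at -1.02, and it lost its call under quantile and loess scaling and with 24 added to both signals. Since the list mixes components with responding genes, its median is not a readout of NFAT activity. Of its probe sets, 10 had a log2 ratio above 0 and 8 below. Rcan1, a feedback inhibitor induced by NFAT, had a ratio of 1.52, at percentile 95.5 of the probe sets nearest in signal. Ptgs2, Ccl2 and F3 of the same list had ratios of 1.67, 1.63 and 0.61, all within the cutoff. Ppp3cb, a catalytic subunit of calcineurin, had a ratio of 1.88, but the subunit genes Ppp3ca and Ppp3r1 had ratios of 0.88 and 1.11. Genes of calcium entry and handling had 1 of 25 members higher past the cutoff, Necab1, and a median of -0.04 at percentile 43.0. Orai1, Stim1 and Trpm7, which encode Ca2+ entry proteins, had ratios of 0.884, 0.671 and 0.983. Jdp2 and Necab1 lost their calls with 24 added to both signals.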

As intracellular Ca^2+^ elevation is also known to alter gene expression *via* other transcription factors such as AP-1 (Salnikow et al., 2002; Liu et al., 2004), microarray analysis was carried out to depict a more comprehensive view of the cellular functions of Ca^2+^. The upregulation in adrenomedullin (ADM) expression, along with others, by hBACCS2/blue light was observed using microarray analysis in this study; however, the mechanism by which ADM responds to Ca^2+^ elevation was not pursued, along with potential AP-1 sites implicated in the human ADM promoter region (Ishimitsu et al., 2003), and this needs to be addressed for better understanding. 

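Adm had a signal of 3881 without blue light and 8541 with blue light. This is a ratio of 2.20 and a log2 ratio of 1.14, at percentile 99.7 of the 500 probe sets nearest in signal. The ratio is close to the fold cutoff and rests on 1 array per condition. The paper's quantitative PCR found Adm higher with blue light in cells with hBACCS2 and not in cells without it.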

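Atf3, a stress-induced transcription factor, had a signal of 364.4 without and 923.8 with blue light, a ratio of 2.54. Atf4, the main transcription factor of the integrated stress response, had signals of 12942 and 30405, a ratio of 2.35. Each was at percentile 99.7 of the probe sets nearest in signal. The paper's quantitative PCR of cells with hBACCS2 found a rise of Atf3, while that of Atf4 was not significant. Of 27 measured probe sets for 26 genes of the integrated stress response, 3 were higher past the cutoff and 0 lower, namely Atf3, Atf4 and Chac1, and 21 had a log2 ratio above 0. Psph, an enzyme of serine synthesis, had a ratio of 1.86, but Phgdh and Psat1 of the same pathway had ratios of 1.08 and 0.99, and Shmt2, Asns and Trib3 had ratios of 0.98, 1.00 and 1.14. The list's median log2 ratio was 0.24, at percentile 99.8 of random lists, but it was 0.11 at percentile 94.0 among genes with a signal over 100 on both arrays. The unfolded protein response had 2 of 24 members higher past the cutoff and 0 lower, with a median of 0.18 at percentile 99.3. These were Herpud1, a component of protein degradation at the endoplasmic reticulum, and the retrieval receptor gene Kdelr3, with ratios of 2.35 and 2.50. Hspa5, the main chaperone of the endoplasmic reticulum, had a ratio of 1.16.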

ATF3 and ATF4 were also upregulated, and a recent study revealed that both of these genes expressed in vascular endothelial cells are critical for metabolic oxidative stress-induced angiogenesis (Fan et al., 2021), suggesting the possibility that optogenetic Ca^2+^ entry could support angiogenic potential. The benefit of this method of Ca^2+^ influx induction is that the expression of multiple beneficial molecules may be upregulated simultaneously. Although some detrimental genes could also be upregulated, it can be successful if an overall vascular or systemic improvement is observed.

Pathway analysis identified some pathways that are influenced by blue light irradiation. Regarding vascular endothelial roles, pathways for contractility and inflammatory responses were identified. Since inflammation dysregulates vascular contractility, resulting in vascular stiffness and atherosclerosis, we examined whether blue light irradiation affects inflammatory responses. In line with their relationship between arbitrary Ca^2+^ levels and inflammation, TNFα-induced NF-κB changes were monitored, and photostimulation of hBACCS2 attenuated its nuclear translocation and perhaps consequently its transcriptional activity. We provide a direction for future indications for the regulation of vascular function by arbitrary Ca^2+^ induction. Certain stimuli that potentially facilitate intracellular Ca^2+^ elevation can precondition vascular endothelial cells to detrimental stresses (Zahler et al., 2000; Jabs et al., 2010; Leonard et al., 2014), and the attenuation of inflammatory responses by Ca^2+^ increase in this study may induce this preconditioning. Surprisingly, arbitrary Ca^2+^ increase by blue light and hBACCS2 did not potentiate NF-κB, and thus the simple Ca^2+^ increase may not always be sufficient for NF-κB activation, as it sometimes needs other stimulation in addition to Ca^2+^ increase in other cells (Casolaro et al., 1995; Brignall et al., 2017). Of interest, as shown in Figure 6B, blue light irradiation alone may diminish the capacity of the inflammatory responses, as longer wavelengths have been indicated to have anti-inflammatory effects (Hamblin, 2017; Hamblin, 2018). Studies on optimization of light doses are required to move forward to *in vivo* studies.

Thus, although we found that hBACCS2 combined with blue light irradiation can activate vascular endothelial cellular functions, one of the limitations of this study is that we could not evaluate the optimal degree (e.g., intensity and frequency) of blue light stimulation. As performed by Ishii et al. (2015), we also performed an NFAT reporter assay under several conditions (data not shown) to obtain the optimum condition, and applied the most significant condition as found for microarray analysis. However, there might be more optimal conditions, that may result in greater improved functional changes. However, even if optimal stimulatory conditions are discovered in cultured cells, such stimulation may not always be transferrable *in vivo*; therefore, it would be better to start the search for optimal photostimulatory doses for *in vivo* studies. Also, in line with *in vivo* applications, a strong CAG promoter-containing expression plasmid was introduced in this study, which may cause vascular contraction when it is involved in neighboring vascular smooth muscle cells.

Ultimately, we hope to apply this method in a non-transgenic manner to treat human patients with conditions such as arteriosclerosis obliterans. However, testing the introduction of hBACCS2 into blood vessels by various methods in experimental animal models (Martin et al., 2000; Rutanen et al., 2002; Ouma et al., 2014; Young and Dean, 2015; Ma et al., 2017b; Goudy et al., 2019; Rasanen et al., 2021) should ideally precede any application in human. While introducing plasmid or viral vectors, it will be necessary to contain the effects of blue light in vascular endothelial cells, without affecting vascular smooth muscle cells (Wynne et al., 2009). Thus, this study presents the initial findings and a basis for further investigations on safe use of this approach *in vivo*. Further research is essential to allow this method to be promoted with *in vivo* applications in mind.

A model of the arbitrary Ca^2+^-dependent cellular actions and their involvement in downstream possible anti-inflammatory signaling used in this study is depicted in Figure 7.

**FIGURE 7:**
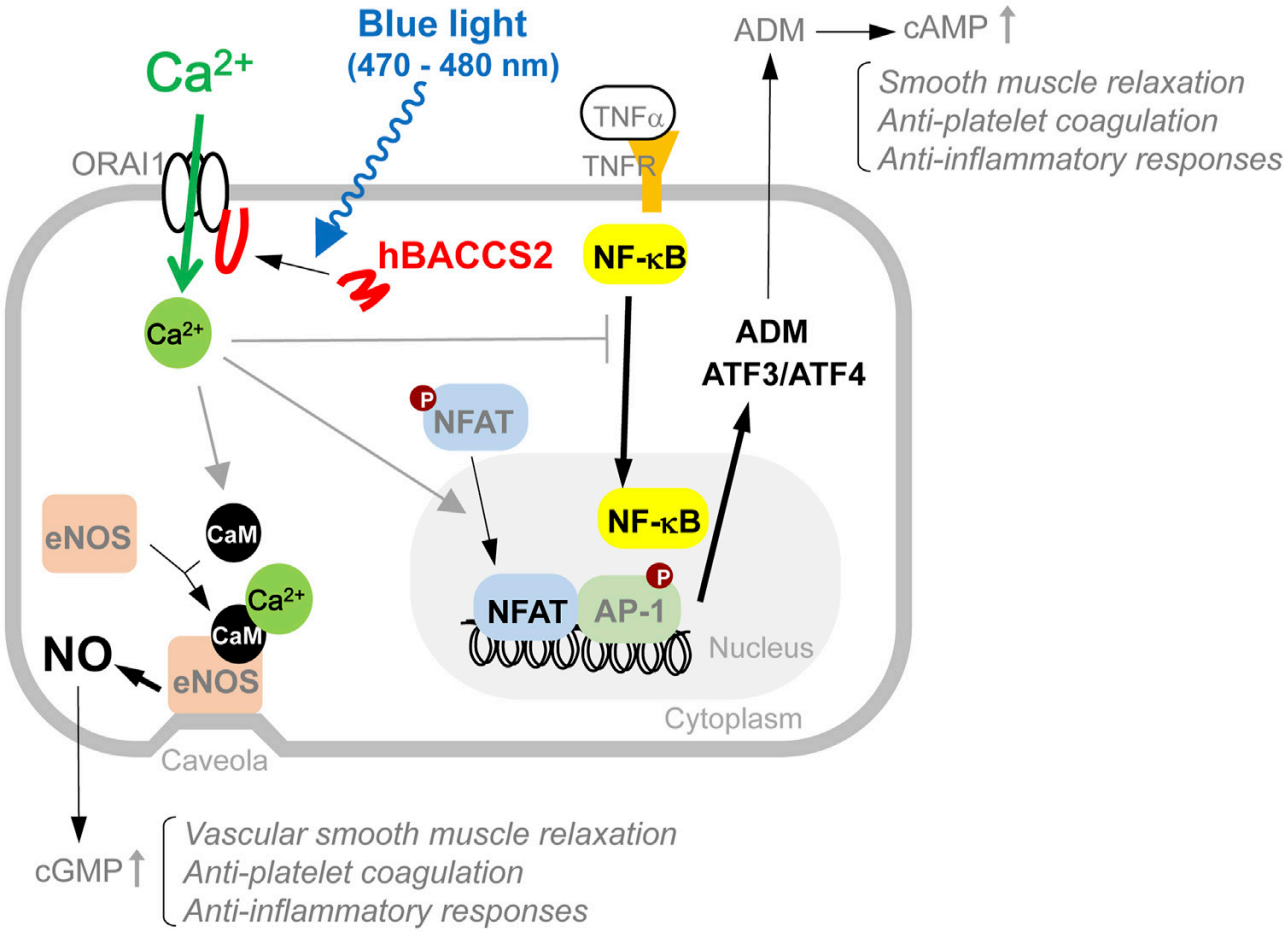
Model of intracellular events involved in blue light/hBACCS2-dependent Ca^2+^ regulation in vascular endothelial cells. Results from this study show that arbitrary increase in intracellular Ca^2+^ alters a variety of cellular events such as NO production and gene expression, resulting in changes in cellular function in vascular endothelial cells. Molecules observed in this study are indicated with bold and black letters, and the related changes are shown by thicker arrows.

## 5 Conclusion

In this study, we employed a recently described optogenetic technique and found that blue light irradiation, along with hBACCS2 introduction, induces an arbitrary increase in Ca^2+^ in vascular endothelial cells, followed by a subsequent increase in intracellular Ca^2+^, NFAT activity and NO production. A comprehensive analysis of gene expression changes induced by blue light-dependent Ca^2+^ elevation using DNA microarrays revealed potential changes in the expression of genes related to smooth muscle contractility and inflammatory responses. The blue light-dependent Ca^2+^ increase also appeared to influence NF-κB activity induced by TNFα, an inflammatory mediator. These findings suggest that successful Ca^2+^ regulation of vascular endothelial cells may improve vascular function or regulate inflammatory responses. Further optimization of the stimulatory features and system, and its application *in vivo* are expected in the future.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE214156.

# Supplementary material for: Arbitrary Ca2+ regulation for endothelial nitric oxide, NFAT and NF-κB activities by an optogenetic approach
**Source:** Front Pharmacol. 2023 Jan 10;13:1076116. doi: 10.3389/fphar.2022.1076116
**Supplement:** Supplementary file 1

**Supplementary Information**

**Arbitrary Ca^2+^ regulation against vascular inflammation by an optogenetic approach**

Tomoyasu Yamanaka^1^, Takatoshi Ueki^2^, Mitsuhito Mase^1^, and Koichi Inoue^2^*

**Supplementary Table 1**

**Primers for real-time PCR**

| Gene | Forward(F)/Reverse(R) | Sequence |
| --- | --- | --- |
| GAPDH | F | 5’-TGCATCCTGCACCACCAACTGC-3’ |
|  | R | 5’-ACAGCCTTGGCAGCACCAGTGG-3’ |
| ATF3 | F | 5’-GGAAGAGCTGAGATTCGCCA-3’ |
|  | R | 5’-CTCATCTTCTTCAGGGGCCG-3’ |
| ATF4 | F | 5’-ATGGCCGGCTATGGATGATG-3’ |
|  | R | 5’-TCTGGCATGGTTTCCAGGTC-3’ |
| ADM | F | 5’-TTCACTCGCTTTCCTAGGCG-3’ |
|  | R | 5’-CACGACTTAGCGCCCACTTA-3’ |
| E-selectin | F | 5’-AGCAGAGTTTCACGTTGCAGG-3’ |
|  | R | 5’-TGGCGCAGATAAGGCTTCA-3’ |

**Supplementary Table 2**

**Up-regulated genes**

**Supplementary Table 3**

**Down-regulated genes**

How the deposited data were processed for this re-analysis (not part of the article)

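RNA of hBACCS2-transfected F2 cells without blue light and with blue light was measured on 1 Clariom S mouse array per condition. The authors normalized the signals with the Microarray Data Analysis Tool version 3.2 and deposited log2 values. The method of normalization and any background correction are not given in the sources used here. That the values are log2 signals, with blue light over no blue light as the direction of the ratio, was checked against Supplementary Tables S2 and S3. Ratios of 238 of their rows could be matched by accession or symbol and differed by at most 0.006% from the ratios computed here, with equality taken as a difference under 0.01%. The genes of 11 further rows are not named in the annotation used, and each had 1 unnamed probe set past the cutoff of equal ratio.

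The table holds 28846 rows, of which 22206 are gene probe sets and 6640 are control rows, and the control rows were left out of all counts. Gene symbols come from the platform annotation and 2634 gene probe sets are unnamed here. Symbols of the gene lists that were not found were looked up among the synonyms of the RefSeq annotation of GRCm38.p6, and no coordinates were used. The lowest log2 signal was 1.63 and the highest 19.93. The 2 sorted columns differed by at most 0.233 on the log2 scale. For 118 gene probe sets the signals on both arrays were exactly equal, Gapdh among them, and 19 of these were among the 200 brightest.

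A probe set was called higher at a ratio above 2 and lower at a ratio under 0.5 where both signals were over 24. The study's methods state these fold values and a signal over 24, and that both arrays must pass it was read from the 2 green lines of Figure 5A, whose legend names only 24 on the control axis. With 1 array per condition no test between the conditions was made, and the number of arrays limits the precision of every value. Each ratio was placed among those of the 500 probe sets nearest in mean log2 signal. The median log2 ratio of each of 29 gene lists was placed among 10000 random lists of the same size, drawn within 20 bins of mean signal. Named genes were the 10 highest and 10 lowest past the cutoff, 12 genes named by the paper, and for each list up to 4 members with the largest absolute log2 ratio. Further members were named after their values were seen, namely Hsph1, Chordc1, Bdkrb2, Fosl2, Jund, Junb, Jun, Fos, Fosl1, Fosb, Rcan1, Ccl2, Ppp3ca, Ppp3r1, Phgdh, Psat1, Shmt2, Asns, Trib3, Thbd, Icam2, Ramp2, Hspa5, Sox7, Tbx20 and Psd3. Dnaja2 and Glrx, genes outside the chaperone and oxidative stress lists, and Dnaja1, which has no named probe set here, were also named afterwards. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.

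The steps were tested on simulated data made from the real mean signals and the local spread of ratios. In the simulated comparison of blue light with no blue light over 22206 probe sets, 42.0% of 50 probe sets with a true log2 ratio of 1 in size passed the cutoff, 88.0% of 50 at 1.5, 98.0% of 50 at 2 and 100.0% of 50 at 3. The changed probe sets were drawn only from those over 24 on both arrays with a mean signal over 100. These rates do not cover dimmer probe sets. Of 11478 unchanged probe sets over the signal cutoff, 1.60% passed. The spread put in comes from the real ratios and may hold true differences, so this is not a rate of false calls on the real arrays. Lists of 30 genes shifted by 0.4 gave medians with a mean of 0.40 over 100 draws, from 0.22 to 0.65, and of 100 lists not shifted 6 lay outside the central 95%. Genes varied independently in these draws, which therefore do not cover lists of genes that vary together.

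Alternatives were median, quantile and loess scaling, other signal cutoffs or none, a fold cutoff of 1.5, 24 added to both signals, the mean per gene symbol, named probe sets alone, and random lists not matched on signal. The loess span was 0.3. Results of pathway software and quantitative PCR were not analysed here.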

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

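The tests of explanations below were all chosen after the results were seen. The gene lists were set beforehand, but with knowledge of Supplementary Tables S2 and S3, so that patterns in them were partly in view, and each difference rests on 1 array per condition. These results lie in genes that the paper does not discuss in its text.

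Endothelial transcription factors had a median log2 ratio of -0.67, below all 10000 random lists, with 9 of 28 lower past the cutoff (8 under quantile or loess scaling or with 24 added to both signals) and 0 higher, and Sox18, Id1, Sox7 and Tbx20 had log2 ratios of -1.50, -1.35, -1.24 and -1.15. All 9 stand in Supplementary Table S3, and without the genes of the tables the median of the 19 others was -0.51, still below all random lists. A general loss of endothelial transcripts as the whole cause is argued against by endothelial identity genes, with a median of -0.20 (difference 0.47, 95% bootstrap interval over genes 0.27 to 0.87), although that list was itself low, and the difference was smaller without the genes of the tables (0.33, interval 0.07 to 0.68). Lower transcripts of zinc finger regulators in general are argued against as the whole cause by a median of -0.03 for the other Zfp genes. The Zfp list shares only 1 gene with the endothelial transcription factors, so this comparison adds little. Fast decay of unstable transcripts could not be decided. The other short-lived transcripts had a median of -0.03, but the short-lived list shares 16 genes with the immediate early genes. Those leaned higher here, with a list median of 0.12 at percentile 93.4, and could mask decay. Over a signal of 100 the short-lived list as a whole was low, and the median of its other members was -0.15 (difference 0.51, interval 0.20 to 0.91). Without the genes of the tables that difference was 0.38 (interval 0.10 to 0.69). Whether Ca2+ entry, light without hBACCS2 or a difference between single cultures lowered the endothelial transcription factors was not tested and stays open.

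Heat shock chaperones had a median log2 ratio of 0.54, above all random lists. Probes shared by Hspa1a and Hspa1b cannot account for the group, since 19 of the 23 other probe sets had a log2 ratio above 0 (82.6%, exact 95% interval 61.2% to 95.0%), against 48.5% of all probe sets over the signal cutoff, and 4 of them, Dnajb1, Dnajb4, Chordc1 and Hsph1, were higher past the cutoff. The co-chaperone gene Dnaja2, which the list leaves out, was lower past the cutoff at a log2 ratio of -1.12. Dnaja1, which has no named probe set here and is not counted, has a ratio of 2.51 in the paper. Blue light or warming acting without hBACCS2 cannot be told apart from Ca2+ entry, since 0 arrays of irradiated cells without hBACCS2 are among the data. The paper's quantitative PCR of hBACCS2-negative cells covers other genes.

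Differences past 2-fold among dim probe sets also occur in genes taken here, without a test, as not used in these cells. Of 1447 chemosensory receptor probe sets, 5.60% passed the fold cutoff without a signal cutoff (exact 95% interval 4.47% to 6.91%), against 4.08% of other named probe sets matched on mean signal. Noise that is even in both directions is argued against as the whole cause, since 29 of the receptors past the fold cutoff were higher and 52 lower (64.2% lower, interval 52.8% to 74.6%, counting each as independent), while other named probe sets in the same range went the other way, with 243 higher and 184 lower (43.1% lower, interval 38.3% to 47.9%). Of the receptors past the fold cutoff, 78 failed the signal cutoff, so the calls leave them out. Over the signal cutoff on both arrays, 2 were higher and 1 lower. Noise as part of the cause and an uneven technical shift stay open. No receptor had a signal over 100 on both arrays, so this does not bear on bright genes.

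Notch pathway genes had a median log2 ratio of -0.48, at percentile 0.01 of random lists, with Jag1, Dll4 and Mamld1 lower past the cutoff at -1.10, -1.07 and -1.05. Dll4 lost its call with 24 added to both signals. The probe set TC0600001278.mm.2, unnamed here, had the lowest log2 ratio of the probe sets past the cutoff, -3.18, from a signal of 296.6 to 32.8, but the latter is near the negative control median of 26.5 and the log2 ratio was -2.50 with 24 added to both signals; no row of Supplementary Table S3 has an equal ratio. Another unnamed probe set, TC0200001798.mm.2, had a log2 ratio of 1.70, from a signal of 5313 to 17283.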

How the results depend on the processing

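All alternatives but 1 were set before the data were examined; leaving out the genes of Supplementary Tables S2 and S3 was chosen after seeing the data. No paired analysis was possible because each condition has 1 array, and no result comes from a test across arrays. The intervals given are over genes. Median, quantile and loess scaling gave 115 to 122 probe sets higher and 151 to 157 lower. The numbers higher and lower were 246 and 254 with a signal over 24 on either array, 407 and 388 with no signal cutoff, 51 and 76 with a signal over 100 on both arrays, 883 and 990 at a fold of 1.5, and 51 and 74 with 24 added to both signals. With the cutoff on the control array alone, 254 were lower, and the number higher was 112. By construction, the other signal cutoffs admit other numbers of dim probe sets, while the lower fold and the added 24, which shrinks ratios, act on the same 11695 probe sets. For the gene lists, the causes of the following shifts were not tested. With no signal cutoff, the integrated stress response had a median log2 ratio of 0.12 at percentile 94.9, the MAP kinase pathway a median of 0.05, adipocyte regulators -0.15 at percentile 3.50, and epithelial markers 0.28 at percentile 96.0. Among genes with a signal over 100 on both arrays, the integrated stress response had a median of 0.11 at percentile 94.0, short-lived transcripts -0.22 at percentile 0.59, apoptosis regulators -0.09, and immediate early genes were at percentile 97.8. Smooth muscle, fibroblast and epithelial markers had 1 gene each left there, at log2 ratios of -0.36, 0.62 and 0.63, with the last at percentile 94.0. Endothelial identity genes were at percentile 2.86 under quantile scaling, and chemosensory receptors at 9.43 among random lists not matched on signal. Without the genes of the supplementary tables, the medians were 0.45 for chaperones, -0.51 for endothelial transcription factors, -0.30 for inflammatory receptors and matrix and -0.01 for short-lived transcripts. The share of receptors past the fold cutoff could not be given over a signal of 100, where 0 were left. Of 57 named probe sets past the cutoff, 1 fell short of 2-fold under median scaling, 4 under quantile and 4 under loess scaling, and 18 with 24 added to both signals, and no named gene past the cutoff changed direction under these. Signals near the negative controls limit what the dim probe sets can show.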

Differences from the paper's values

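The log2 ratio of Atf3 was 1.34 here, and the paper's dot lies at about 1.5 in Fig. 5A, read by eye. That of Adm was 1.14, and the paper's dot lies at about 1.3 in Fig. 5A, read by eye. None of the alternatives set before the data were examined reached these readings, with 1.29 to 1.38 for Atf3 and 1.13 to 1.19 for Adm over median, quantile and loess scaling and 24 added to both signals. The ratios that the paper gives for both genes in Supplementary Table S2, 2.54 and 2.20, equal those computed here.

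The paper gives 105 upregulated and 144 downregulated genes, and 112 and 160 probe sets passed here with the signal cutoff read as one on both arrays, which is within 1.5 times of the paper's counts. With probe sets of 1 gene symbol alone, an alternative set before the data were examined, the counts were 101 and 141. Of the rows in Supplementary Tables S2 and S3, 238 were matched and past the cutoff here, and 4 named genes past the cutoff here are not in those tables, nor are 19 unnamed probe sets by an equal ratio.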

Other observations

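Endothelial identity genes had a median log2 ratio of -0.20 at percentile 1.36 of random lists, and at percentile 2.86 under quantile scaling. Of 30 members 12 had a log2 ratio above 0 and 18 below, and 1 was lower past the cutoff, the guanine nucleotide exchange factor gene Fgd5, which lost its call with 24 added to both signals. The chemosensory receptors over the signal cutoff, with a median of -0.10, lay at a like percentile of 1.03. The next lowest identity genes were Bmp4, Flt1 and S1pr1, with log2 ratios of -0.94, -0.87 and -0.72, while Thbd, Icam2 and Ramp2 of the same list were at 0.40, 0.35 and 0.33. Klf2 and genes that respond to KLF2 or shear stress went both ways, with 2 of 20 higher, 3 lower and a median of -0.09 at percentile 25.8. Pde4a, a phosphodiesterase, was among the lower ones at -1.29.

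The lists of clock, cell cycle, short-lived, Zfp and reference genes lay within the central 95% of random lists at a signal over 24 on both arrays. The medians were -0.09 for 17 circadian clock genes, -0.08 for 28 cell cycle genes, -0.08 for 54 short-lived transcripts, -0.04 for 248 Zfp probe sets and 0.00 for 15 reference genes. Over a signal of 100, however, short-lived transcripts had a median of -0.22 at percentile 0.59. Past the cutoff, 2 short-lived transcripts were higher and 7 lower, and 0 Zfp probe sets were higher and 8 lower. Of the clock genes, Bhlhe41 was higher past the cutoff at a log2 ratio of 1.10, and of the cell cycle genes Cenpk at 1.01, which lost its call with 24 added to both signals. Of the 15 reference genes 0 passed the cutoff. Markers of other cell types were mostly under the signal cutoff. Measured were 3 of 13 smooth muscle markers, 4 of 15 fibroblast and pericyte markers, 2 of 14 macrophage and blood cell markers and 2 of 14 epithelial markers, with medians of 0.18, -0.16, -0.07 and 0.67, the last at percentile 98.7 of random lists, and 0 of them passed the fold cutoff.

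The 2 probe sets of Psd3 gave log2 ratios of 0.60 and -1.11. Over 18 genes with more than 1 probe set over the signal cutoff, the range of log2 ratios within a gene had a median of 0.38 and reached 1.71.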
